A study of Mus musculus with 42 samples. Its data were reported in "Tristetraprolin binding site atlas in the macrophage transcriptome reveals a switch for inflammation resolution" (2016).

How the data were processed

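Mouse bone marrow-derived macrophages of WT and ΔM genotype (loxP-flanked Zfp36 deleted in myeloid cells by LysM-Cre) were sampled without LPS and after LPS for 3 and 6 h. At 3 and 6 h they were also sampled after 45 and 90 min of actinomycin D. There were 42 libraries in 14 groups of 3 biological replicates. According to the submitters' processing notes and the paper, the authors sequenced poly(A) RNA as single-end reads, mapped them with GSNAP to mm10, quantified genes with Mix² and tested expression with DESeq2. The log2 fold changes of ΔM over WT at each LPS time are the authors', as deposited, and their sign was checked against the FPKM. For genes of low FPKM they can be smaller in size than the log2 ratio of the FPKM values. Sizes, ranks and differences between times are those of the deposited fold changes. The p-values used are FDRs that the authors deposited from DESeq2, 1 per gene and LPS time, with none given for genes of low expression. FPKM values are the authors' deposited pooled values, 1 per group without actinomycin D. Half-lives (min) and decay rates (slope of log2 FPKM per min) are the authors', from a linear fit per gene over 3 time points and 3 replicates, with half-life equal to -1 divided by the rate and "stable" written from 180 min upward. Expression values cover 21951 genes and decay values 12558 genes, and 172 genes share a symbol with another. The tables used hold no values per library, so the depth of each library and the spread between replicates are unknown, and no interval from counts is given.

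The following was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. A gene was called higher or lower in ΔM at an FDR under 0.05. A standard error was implied for each fold change by inverting the adjustment of Benjamini and Hochberg and dividing the fold change by the normal quantile of the resulting p, capped at 37.5. Where the FDR is listed as 0, for 1 gene at 3 h and 4 genes at 6 h, this standard error is an upper limit. The fold changes at 6 and 3 h were compared by their difference over the combined standard error, two-sided, with adjustment over 10379 genes. In simulated data of this form, the implied error was 1.00 times the true one in the median, differences of 0.5, 1 and 2 (log2) were recovered for 26.9%, 74.2% and 98.5% of changed genes, and 4.32% of calls were false. The simulation drew independent normal errors of the implied size and held no trend with the GC content of transcripts. It therefore checks the inversion and gives no error rate for the real calls.

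Decay was compared where the mean FPKM of WT and ΔM was at least 1. An mRNA was called slower or faster in ΔM when its half-lives differed by at least 2-fold, or when it was stable in 1 genotype only. The slope difference is ΔM minus WT, positive for slower loss in ΔM, and is given as log2 units over 90 min. FPKM is scaled per library, so a slope is relative to the rest of the transcriptome. In WT at 3 h 44.8% of slopes were above 0, and 35.8%, 40.7% and 43.7% in ΔM at 3 h, WT at 6 h and ΔM at 6 h. The median slope difference over all genes was -0.05 at 3 h and 0.05 at 6 h. LPS responses are log2 ratios of FPKM with a pseudocount of 1.

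The 45 gene lists cover 3 lists of genes with TTP crosslinked to the 3′ UTR or introns and 1 with HuR, all from the study's crosslinking data. The 6 h lists hold every gene listed with a TTP site in the 3′ UTR, or in introns only. The 3 h list (137 genes) and the HuR list (130 genes) hold only genes whose strongest site lay in the 3′ UTR, and the HuR list leaves out genes of both 6 h lists, so both are shorter than the study's counts of genes with any 3′ UTR site. The other lists are the study's targets and decay panel, and lists of pathways, protein families and markers of other cell types written from general knowledge. They were fixed, with the comparisons and the rule for named genes, before the data were examined. Called genes were counted in each list against all other genes with an FDR by two-sided Fisher's exact tests, 234 tests with at least 5 measured members, adjusted together by the method of Benjamini and Hochberg. Genes of a list are not independent replicates. The p-values of Fisher's exact tests therefore compare genes within these libraries and do not measure agreement between animals. Counts are also given with the FDR adjusted over the list alone. For decay and LPS responses, the median of each list was ranked among medians of 10000 random lists drawn from 20 bins of mean FPKM, and the 2.5th and 97.5th percentiles served as limits. Correlations are across genes. For each gene the slope difference was also ranked among 500 genes of similar FPKM. Transcript length, GC content and 3′ UTR motifs come from GENCODE by gene identifier, and gene positions from RefSeq on GRCm38.p6, whose build matches the authors' mm10.

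Named genes follow a fixed rule. For each LPS time these are Zfp36 and the 8 largest positive and 8 largest negative log2 fold changes among genes with an FDR under 0.05 and a mean FPKM of at least 1, and up to 4 members of each list with the smallest FDR. For decay they are the study's panel, the 8 largest positive and 8 largest negative differences at a mean FPKM of at least 5, and the 4 largest differences of each list. For 6 against 3 h they are the 8 smallest adjusted p in each direction, and for LPS responses the 4 largest changes of each list. Med29, Paf1, Supt5, Rps16 and Timm50 were added after their values were seen.

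The alternatives tried were other FDR limits (0.01 and 0.1), FPKM minimums (none, 1 and 5), a minimum fold change, centring of fold changes and slopes, other half-life ratios (1.5 and 3), half-lives of the other LPS time to define unstable mRNAs, matching on the WT slope, another pseudocount (0.1) and a floor on the implied standard errors. Chosen after seeing the data were adjustment for transcript GC content, in 50 bins, matching of lists on FPKM and either GC content or transcript length, and half-life ratios computed from the slopes of stable mRNAs. The alternatives with GC content or length cover only genes with a coding transcript in GENCODE, so other genes drop out of their counts.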

Results

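Messenger RNA was sequenced from mouse bone marrow-derived macrophages, cells grown from bone marrow that take up microbes and release cytokines. Wild-type (WT) cells were compared with ΔM cells, in which Zfp36 is deleted in the myeloid lineage. Zfp36 encodes tristetraprolin (TTP), a protein that binds AU-rich elements in mRNA and brings in the deadenylation machinery. Cells were untreated or received bacterial lipopolysaccharide (LPS) at 10 ng/ml, with 3 or 6 h of exposure. At both of these times actinomycin D (5 µg/ml) was added to stop transcription, and RNA was taken after 0, 45 and 90 min of it. The 42 libraries form 14 groups of 3 biological replicates. The deposited tables hold 1 value per group or per comparison, so no spread between replicates can be given, how many libraries share a direction is not known, and the depth of each library is unknown. In the 6 groups without actinomycin D, between 10243 and 11490 of 21951 genes had an FPKM of at least 1. The 10 most abundant genes held between 26.1% and 28.3% of the summed FPKM.

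The deletion itself was read from Zfp36 (ENSMUSG00000044786, chromosome 7, bases 28376784 to 28379228 in GRCm38.p6). The authors' deposited table gives Zfp36 as lower in ΔM by a log2 fold change of -3.81 at 0 h, -5.56 at 3 h and -5.64 at 6 h. WT cells held 118, 1017 and 1782 FPKM of Zfp36 at 0, 3 and 6 h in the authors' deposited table, and ΔM cells held 5.98, 16.3 and 31.0. Plekhg2 (ENSMUSG00000037552, bases 28359603 to 28372681), which encodes a guanine nucleotide exchange factor, ends 4103 bases from Zfp36. Its log2 fold changes in the authors' deposited table were 3.20, 3.82 and 4.95 at 0, 3 and 6 h, with FDRs of 3.1e-86, 7.1e-221 and 0. The authors' deposited table lists Plekhg2 at 26.5 FPKM in WT and 932 FPKM in ΔM at 6 h. Among 5 other genes around Zfp36, chosen after their values were seen, Med29, Supt5 and Rps16 did not pass an FDR of 0.05 at any time. Paf1 fell by 0.49 at 6 h (FDR 1.1e-08) and Timm50 fell by 0.44 at 3 h (FDR 0.025) in the authors' deposited table.

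The comparison of untreated ΔM and WT cells asks what the deletion changes before LPS is given. Interferon-stimulated genes and chemokines were more often higher in ΔM, and cell cycle and cholesterol synthesis genes more often lower, than other genes. The largest rise was that of Mmp14, a membrane-bound matrix metalloproteinase (ENSMUSG00000000957, chromosome 14, bases 54431598 to 54442456 in GRCm38.p6). In the authors' deposited table Mmp14 rose by 3.78 (log2; FDR 1.0e-84), from 2.37 to 42.4 FPKM. Saa3, an acute-phase serum amyloid, rose by 2.78, Cd38, an NAD-consuming ectoenzyme, by 2.72, and Ccl8, a monocyte-attracting chemokine, by 2.67 in the authors' deposited table. The interferon-inducible Pydc4, Gm4955 and Ifi205 rose by 2.42, 2.48 and 2.37, again from the authors' deposited table. Tox2, a member of the TOX family of nuclear HMG-box proteins, changed by -2.13 (FDR 3.9e-28) in the authors' deposited table, the largest fall after Zfp36. The mitotic genes Depdc1b, Aspm, Ckap2l, Nusap1 and Fam64a changed by -1.94, -1.79, -1.69, -1.66 and -1.65 in the authors' deposited table, and the uncharacterised 4933413G19Rik by -1.73. Counting the FDRs of the authors' deposited table under 0.05, 507 genes were higher and 514 lower among the 12375 with an FDR. The median log2 fold change was 0.78 among the higher genes and -0.80 among the lower genes. The standard error implied by fold change and FDR had a median of 0.19.

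All 33 interferon-stimulated genes measured at 0 h were higher in ΔM (33 adjusted over the list alone, adjusted p = 1.4e-44 by Fisher's exact test). This and the later list p-values compare genes, which are not independent replicates, and do not measure agreement between animals. Zbp1, a nucleic acid sensor, rose by 2.07, Irf7, the transcription factor of interferon induction, by 1.88, and Oasl1 by 2.05 in the authors' deposited table. Of 17 chemokines 11 rose (13 adjusted over the list alone, adjusted p = 8.1e-11), with Ccl12 at 2.15 and Cxcl10, which draws T cells, at 1.30 in the authors' deposited table. Of 23 feedback inhibitors of inflammatory signalling 11 rose (12 adjusted over the list alone, adjusted p = 6.2e-09). Among these Nfkbie and Nfkbia, which hold NF-κB in the cytoplasm, rose by 1.05 and 0.85, and Socs3, an inhibitor of cytokine receptor signalling, by 1.35 in the authors' deposited table. Of 15 genes of the interleukin 10 and resolution axis 8 rose and 1 fell (13 and 1 adjusted over the list alone, adjusted p = 4.6e-07 for the rise). Il1rn, the interleukin 1 receptor antagonist, rose by 1.32 and Hmox1, heme oxygenase, by 1.01 in the authors' deposited table. Of 13 chemotaxis receptors 7 rose and 1 fell (7 and 1 adjusted over the list alone, adjusted p = 2.7e-06 for the rise), with Cmklr1 at 1.64 and the formyl peptide receptor Fpr2 at 1.44 in the authors' deposited table. Of 11 MHC class I genes 7 rose (8 adjusted over the list alone, adjusted p = 6.2e-07), among them B2m by 0.76 and H2-K1 by 0.69 in the authors' deposited table. Of 19 adhesion and migration genes 7 rose and 1 fell (8 and 1 adjusted over the list alone, adjusted p = 5.1e-05 for the rise), with Mmp9, a gelatinase, at 2.34 and Icam1 at 1.01 in the authors' deposited table. NF-κB components rose for 5 of 20 members (5 adjusted over the list alone, adjusted p = 0.0057), with Nfkb2 at 0.97 and Relb at 0.78 in the authors' deposited table. The inflammasome list rose for 4 of 11 members (4 adjusted over the list alone, adjusted p = 0.0043), led by Mefv, which encodes pyrin, at 2.12 in the authors' deposited table.

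Cell cycle genes went the other way at 0 h, with 18 of 26 lower in ΔM and none higher (20 adjusted over the list alone, adjusted p = 3.9e-18). Mki67, the proliferation marker, changed by -1.59, Kif11, a spindle motor, by -1.53 and Birc5, survivin, by -1.48 in the authors' deposited table. Of 19 cholesterol synthesis genes 7 were lower and none higher (10 adjusted over the list alone, adjusted p = 5.4e-05), with Mvd at -0.66 and Insig1, the sterol-regulated retention factor, at -0.51 in the authors' deposited table. Of 11 lipid efflux and LXR genes 4 rose and 1 fell (4 and 2 adjusted over the list alone, adjusted p = 0.0043 for the rise). Nr1h3, which encodes LXRα, rose by 1.98 and Abca1, a cholesterol exporter, by 0.83, while Scd1, a fatty acid desaturase, changed by -1.03 in the authors' deposited table. Macrophage identity genes rose for 4 of 19 members and fell for 1 (6 and 1 adjusted over the list alone, adjusted p = 0.027 for the rise). Against random lists matched on FPKM and GC content, an alternative chosen after seeing the data, that rise stood at the 96.8th percentile and no longer passed. Fcgr1, a high-affinity IgG receptor, rose by 0.93, and Lyz2, lysozyme, fell by 0.62 in the authors' deposited table.

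After 3 h of LPS the comparison asks which induced mRNAs depend on TTP early in the response. Ifnb1, interferon beta, rose most after Plekhg2, by 2.69 (log2; FDR 1.3e-89), from 26.5 to 186 FPKM in the authors' deposited table. Cxcl2, a neutrophil-attracting chemokine, rose by 1.81 (FDR 1.2e-61), from 1564 to 5658 FPKM in the authors' deposited table. Ifi44, an interferon-induced gene, rose by 2.02, Csf3, the granulocyte growth factor G-CSF, by 1.96, Mmp9 by 1.95, Serpinb2, a plasminogen activator inhibitor, by 1.91 and Ms4a4a by 1.77 in the authors' deposited table. Tox2 at -2.28, Plk1, a mitotic kinase, at -2.06 and Cx3cl1, fractalkine, at -1.94 were the largest falls after Zfp36 in the authors' deposited table. Further down came Atp2b4, a calcium pump, at -1.82, Iqgap3 at -1.78, Cd300lg at -1.74 and Ighm, the IgM heavy chain, at -1.73, as the authors' deposited table gives them. Counting FDRs under 0.05 in the authors' deposited table, 1044 genes were higher and 1205 lower among 11348 with an FDR. Their median log2 fold changes were 0.51 and -0.54, and the median implied standard error was 0.16. Fold changes at 3 h ran with the GC content of the transcript, with a Spearman rho of -0.43 over 10212 genes, against 0.04 at 0 h and 0.01 at 6 h. The median of each GC bin was then taken off over genes with a GC value, an alternative chosen after seeing the data. Of the calls above, 962 higher and 1119 lower genes had such a value. After this step 702 genes were higher and 802 lower, with 569 and 680 of them shared with the calls above.

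**Figure D1:**
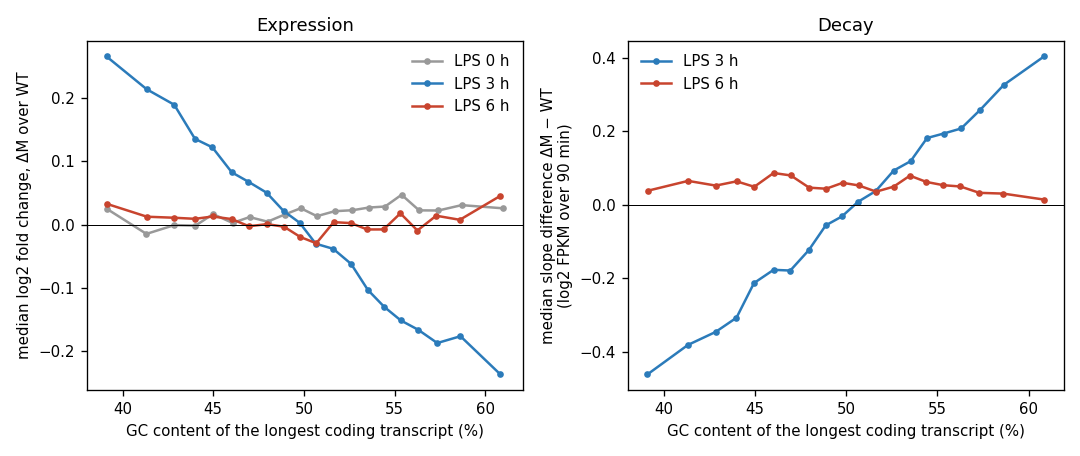
Median log2 fold change of ΔM over WT (left) and median slope difference ΔM − WT in log2 FPKM over 90 min (right), in bins of the GC content (%) of the longest coding transcript, 1 line per LPS time. The 3 h lines run from one corner to the other (rho -0.43 for fold changes and 0.57 for slope differences), and the 0 h and 6 h lines stay near 0.

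Interferon-stimulated genes stayed higher at 3 h for 22 of 33 members, with 1 lower (26 and 1 adjusted over the list alone, adjusted p = 2.0e-14 for the rise). Zbp1 rose by 0.83 and Mx1, an antiviral GTPase, by 0.74 in the authors' deposited table. Of 18 chemokines 9 rose and 2 fell (9 and 2 adjusted over the list alone, adjusted p = 8.0e-05 for the rise), with Ccl6 at 1.07, Ccl8 at 1.58 and Cxcl1 at 1.29 in the authors' deposited table. That rise stood at the 96.8th percentile of lists matched on FPKM and GC content and no longer passed there. Of 16 inflammatory cytokines 7 rose and 2 fell (7 and 2 adjusted over the list alone, adjusted p = 0.0019 for the rise). Il1a, interleukin 1 alpha, rose by 0.88 and Tnf, tumor necrosis factor, by 0.56, while Csf1, the macrophage growth factor, changed by -0.90 in the authors' deposited table. The interleukin 10 axis rose for 7 of 15 members and fell for 2 (8 and 3 adjusted over the list alone, adjusted p = 0.0012 for the rise), with Il10, the anti-inflammatory cytokine, at 1.25 and the scavenger receptor Msr1 at 0.77 in the authors' deposited table. Adhesion genes rose for 7 of 19 and fell for 4 (8 and 4 adjusted over the list alone, adjusted p = 0.0057 for the rise), and chemotaxis receptors rose for 5 of 13 and fell for 3 (5 and 3 adjusted over the list alone, adjusted p = 0.019 for the rise). Lipid efflux and LXR genes rose for 4 of 11 and fell for 2 (4 and 2 adjusted over the list alone, adjusted p = 0.0499 for the rise). Ribosomal protein genes rose for 10 of 36 members (10 adjusted over the list alone, adjusted p = 0.0061), with Rpl7 at 0.62 in the authors' deposited table. Of 6 long noncoding RNAs, most of them hosts of small nucleolar RNAs, 5 rose (5 adjusted over the list alone, adjusted p = 2.6e-04), among them Gas5 by 0.94, Snhg3 by 0.99 and Malat1 by 0.73 in the authors' deposited table. GC content was known for coding transcripts only, so this list could not be matched on it.

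Genes of proliferation and sterol synthesis were again lower at 3 h. Cell cycle genes fell for 18 of 26 members and rose for none (18 adjusted over the list alone, adjusted p = 3.2e-11), with Rrm2, ribonucleotide reductase, at -1.39 and Aurkb at -1.53 in the authors' deposited table. Cholesterol synthesis genes fell for 16 of 19 (17 adjusted over the list alone, adjusted p = 3.3e-12). Fdps changed by -0.79 and Sqle, squalene epoxidase, by -0.73 in the authors' deposited table. Prostaglandin and leukotriene genes fell for 5 of 13 members and rose for 3 (5 and 3 adjusted over the list alone, adjusted p = 0.032 for the fall). Replication histone genes fell for 3 of 5 (3 adjusted over the list alone, adjusted p = 0.038), led by H2afx at -1.21 in the authors' deposited table. Among feedback inhibitors 2 of 23 rose and 6 fell, which did not pass (4 and 7 adjusted over the list alone, adjusted p = 1 and 0.093). Ier3, an immediate early survival gene, rose by 0.95 and Cish changed by -1.11 in the authors' deposited table.

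After 6 h of LPS the comparison asks which mRNAs depend on TTP later in the response. After Plekhg2, the neutrophil-attracting chemokines Cxcl2 and Cxcl1 stood highest. Cxcl2 (ENSMUSG00000058427, chromosome 5, bases 90903899 to 90905938 in GRCm38.p6) rose by 4.22, from 179 to 3428 FPKM in the authors' deposited table. Cxcl1 (ENSMUSG00000029380, bases 90891245 to 90893121) rose by 4.10, from 24.3 to 444 FPKM, both with an FDR listed as 0 in the authors' deposited table. Cxcl3 (ENSMUSG00000029379, bases 90786101 to 90788093), from the same cluster, rose by 2.65 (FDR 8.0e-179), from 35.3 to 231 FPKM in the authors' deposited table. Il10 (ENSMUSG00000016529, chromosome 1, bases 131019845 to 131024970) rose by 2.38 (FDR 1.9e-234), from 129 to 681 FPKM in the authors' deposited table. Ccl3 (ENSMUSG00000000982, chromosome 11, bases 83647843 to 83649378), a chemokine for monocytes, rose (FDR 2.0e-240) from 4184 to 16518 FPKM in the authors' deposited table. Ifnb1, next after Cxcl1 by deposited fold change, rose by 2.89 and Mllt11 by 1.99 in the authors' deposited table. The FPKM of Ifnb1 were low, at 0.75 in WT and 13.1 in ΔM, and their ratio is larger than this fold change. The largest falls after Zfp36 were those of the mitotic genes Plk1, Ckap2l, Ube2c, Ccnb2 and Kif4, at -1.92, -1.91, -1.78, -1.77 and -1.68, and of the costimulatory ligand Icosl at -1.78 and the zinc finger gene Hivep3 at -1.74 in the authors' deposited table. Counting FDRs under 0.05 in the authors' deposited table, 1143 genes were higher and 1139 lower among 10510 with an FDR. Their median log2 fold changes were 0.40 and -0.46, and the median implied standard error was 0.13.

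**Figure D2:**
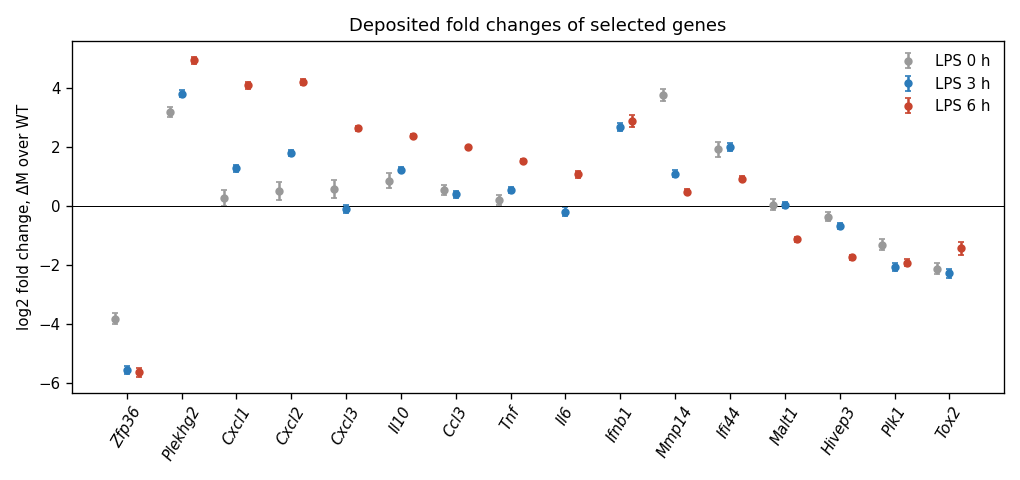
Log2 fold changes of ΔM over WT from the authors' deposited table for 16 selected genes at LPS 0 h (gray), 3 h (blue) and 6 h (red), drawn where an FDR was given, with bars of 1 standard error implied by fold change and FDR. Cxcl2 reached 4.22 and Cxcl1 4.10 at 6 h, and Mmp14 stood highest at 0 h.

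Among 16 inflammatory cytokines 9 rose and 5 fell at 6 h (10 and 6 adjusted over the list alone, adjusted p = 8.8e-05 for the rise). Il27 rose by 1.86 (FDR 3.0e-162), Tnf by 1.53 (FDR 8.8e-87), Il6 by 1.08 and Il1a by 1.04 in the authors' deposited table. Chemokines rose for 10 of 18 and fell for 4 (10 and 5 adjusted over the list alone, adjusted p = 3.7e-05 for the rise). Feedback inhibitors moved both ways, with 7 of 23 higher and 9 lower (8 and 9 adjusted over the list alone, adjusted p = 0.035 and 0.0024). The rise stood at percentile 95.1 of lists matched on FPKM and GC content and no longer passed there. Ier3 rose by 0.76, while the NF-κB inhibitors Tnfaip3 and Nfkbie changed by -0.67 and -0.75 in the authors' deposited table. NF-κB components fell for 7 of 20 and rose for 1 (7 and 1 adjusted over the list alone, adjusted p = 0.017 for the fall), with Traf1 at -0.94, Tlr2 at -0.62 and Rela at -0.57 in the authors' deposited table. Genes of TNF receptor signalling and apoptosis fell for 7 of 18 and rose for 3 (9 and 4 adjusted over the list alone, adjusted p = 0.0095 for the fall), with the death receptor Fas at -0.72 in the authors' deposited table. Interferon-stimulated genes were higher for 14 of 33 and lower for 1 (17 and 1 adjusted over the list alone, adjusted p = 3.0e-05 for the rise). Usp18, a negative regulator of interferon signalling, rose by 0.57 and Ifi44 by 0.94, and the antiviral Rsad2 changed by -0.36 in the authors' deposited table. The interleukin 10 axis rose for 6 of 14 and fell for 1 (6 and 1 adjusted over the list alone, adjusted p = 0.011 for the rise), with the prostaglandin synthase gene Ptgs2 at 0.95 in the authors' deposited table.

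The lower groups at 6 h were again those of division and sterol synthesis. Cell cycle genes fell for 21 of 25 and rose for 1 (21 and 1 adjusted over the list alone, adjusted p = 9.8e-16 for the fall), with Mki67 at -1.54 in the authors' deposited table. Cholesterol synthesis genes fell for 18 of 19 and rose for none (18 adjusted over the list alone, adjusted p = 1.5e-15). Cyp51, a sterol demethylase, changed by -0.99, Sqle by -0.92 and Hmgcs1 by -0.84 in the authors' deposited table. Prostaglandin and leukotriene genes fell for 6 of 12 and rose for 1 (6 and 1 adjusted over the list alone, adjusted p = 0.0047 for the fall), with Alox5, which makes leukotrienes, at -0.97 and Ptgs1 at -0.89 in the authors' deposited table. Ribosomal protein genes rose for 15 of 36 (15 adjusted over the list alone, adjusted p = 1.9e-05). Their transcripts were short, with a mean of 1168 bases, and fold changes at 6 h ran with transcript length (rho -0.18). No list of expression calls was matched on length, so part of this rise may follow that trend. MHC class I genes rose for 5 of 11 (6 higher and 1 lower adjusted over the list alone, adjusted p = 0.017), and adhesion genes rose for 7 of 19 and fell for 3 (7 and 5 adjusted over the list alone, adjusted p = 0.013 for the rise). Within the adhesion list Mmp9 rose by 1.85, Plaur, the urokinase receptor, by 0.81, and the integrin gene Itga4 changed by -0.77 in the authors' deposited table.

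Markers of other cell types were few among the tested genes. Ighm, a B cell marker, was lower in ΔM at every time, at -1.54, -1.73 and -1.56 in the authors' deposited table. Of 7 neutrophil markers tested at 0 h, where chemokines and chemotaxis receptors were more often higher, 2 were higher and none lower (3 adjusted over the list alone, p = 0.031 by Fisher's exact test, adjusted p = 0.094), at percentile 98.9 of lists matched on FPKM and GC content. At 3 h 1 of 3 was higher. S100a8, a neutrophil marker, was higher at 6 h by 1.46, and Lcn2, another, was lower, at -1.02, in the authors' deposited table. Acp5, an osteoclast enzyme, was higher at every time, by 1.18, 0.97 and 1.04 in the authors' deposited table, as 1 of 6, 5 and 4 osteoclast markers tested. None of the 4 and 5 stromal markers tested at 0 and 3 h passed, and 1 of 5 was lower at 6 h. Markers of T and NK cells passed for none of 2 at 0 h, 1 of 3 at 3 h and 1 of 2 at 6 h, all higher, and no mast cell, basophil or erythroid marker was tested.

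The calls at the 3 times overlapped. Higher at both 3 and 6 h were 455 genes against 112 expected for independent calls, and lower at both were 604 against 125. Higher at both 0 and 3 h were 258 genes against 45.3 expected, and lower at both were 343 against 51.0. Opposite calls at 3 and 6 h were made for 26 genes that were higher and then lower and for 17 that were lower and then higher.

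Genes with TTP bound to the 3′ UTR in the study's crosslinking at 6 h were higher in ΔM more often than other genes at all 3 times. Of these, 59 of 191 rose at 0 h (73 adjusted over the list alone, adjusted p = 5.2e-34), 68 of 198 at 3 h (72 adjusted over the list alone, adjusted p = 2.3e-21) and 84 of 198 at 6 h (92 adjusted over the list alone, adjusted p = 7.1e-29). In WT the list was induced by LPS, by a median of 0.92 (log2, 3 h over 0 h) against -0.24 for random lists. Over all genes, 7.83, 18.2 and 21.5 rises were expected. Lists matched on FPKM and GC content held more, with 10.1, 38.4 and 39.1 on average. The 3′ UTR list stood at percentile 100 of those at each time. At 0 h 1 fell (1 adjusted over the list alone), or 0.524% against 4.21% of other genes (adjusted p = 0.022), and at 3 h 17 fell (20 adjusted over the list alone, adjusted p = 0.71). The study lists a TTP site in the 3′ UTR of Zfp36 itself, which was lower at 0 h by -3.81 in the authors' deposited table. The 1 fall at 0 h is therefore that of the deleted gene. At 6 h falls were also more frequent than among other genes, with 34 (38 adjusted over the list alone), or 17.2% against 10.7% (adjusted p = 0.029). Examples at 0 h are Irg1, which makes itaconate, at 2.12 and Clec4e, a receptor for mycobacterial glycolipid, at 1.52 in the authors' deposited table. Irg1 was lower in ΔM at 3 h (-0.23, FDR 0.034) and at 6 h (-0.53, FDR 5.6e-12) there. Genes whose strongest TTP site at 3 h lay in the 3′ UTR, a shorter list than all genes with such a site, rose for 33 of 131, 36 of 137 and 64 of 137 at 0, 3 and 6 h (46, 39 and 71 adjusted over the list alone, adjusted p = 8.7e-25 at 6 h) and fell for 1, 21 and 24 (3, 22 and 28 adjusted over the list alone, adjusted p = 0.062 at 6 h). Genes with TTP sites in introns only rose for 53 of 287, 56 of 288 and 45 of 286 at 0, 3 and 6 h (66, 66 and 49 adjusted over the list alone, adjusted p = 3.3e-19, 7.5e-07 and 0.044). Falls numbered 3 at 0 h and 25 at 3 h (5 and 27 adjusted over the list alone, adjusted p = 0.017 for fewer than among other genes and 0.62), and at 6 h 55 fell (59 adjusted over the list alone, adjusted p = 1.3e-04), among them Malt1, a scaffold of NF-κB signalling, at -1.13 and Ptafr, a receptor for platelet-activating factor, at -0.92 in the authors' deposited table. Genes whose strongest site of HuR, a protein that binds AU-rich mRNA, lay in the 3′ UTR, with no TTP site in the 3′ UTR or introns at 6 h, rose for 13 and 23 of 129 at 0 and 3 h (13 and 27 adjusted over the list alone, adjusted p = 0.012 and 0.0095) and fell for 1 and 17 (1 and 20 adjusted over the list alone). At 6 h 15 rose and 30 fell (17 and 35 adjusted over the list alone, adjusted p = 1 and 2.9e-04), with the integrin gene Itgav at -0.75 and Ccnd2, cyclin D2, at -0.71 in the authors' deposited table. Against lists matched on FPKM and GC content the rises of the intron-only list at 3 and 6 h stood at percentiles of 84.7 and 37.7, and those of the HuR list at 0 and 3 h at 92.4 and 27.6, so these 4 no longer passed. Expression calls were not matched on transcript length, with which fold changes at 0 and 6 h ran (rho -0.20 and -0.18). The intron-only and HuR lists had mean lengths of 4734 and 4156 bases, so part of their falls at 6 h may follow that trend. The crosslinking lists come from other libraries of the study. Of 9 genes that the study names as TTP targets known from earlier work 2 of 8, 6 and 9 rose at 0, 3 and 6 h, and of its panel of 18 decay genes 7 of 17, 10 and 14 rose (4, 6 and 9, and 10, 11 and 14, adjusted over the list alone). The panel was chosen by the study on these samples and is not independent evidence.

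The next comparison asks where the effect of the deletion itself differed between 6 and 3 h. Cxcl1, Cxcl3 and Cxcl2, neighbours on chromosome 5, had the largest gains. The ΔM effect on Cxcl1 was 2.81 ± 0.17 higher at 6 h (log2 difference of fold changes ± implied standard error; adjusted p = 3.1e-60), on Cxcl3 2.75 ± 0.16 (adjusted p = 3.1e-60) and on Cxcl2 2.41 ± 0.15 (adjusted p = 5.5e-51). Il27 gained 1.59 ± 0.12, Ccl3 1.59 ± 0.14, Ndrg1, a stress-response gene, 1.63 ± 0.14 and Adamts4, an aggrecanase, 2.17 ± 0.19. Bcl2l1, which encodes the survival protein Bcl-xL, gained 1.71 ± 0.14, from -1.34 at 3 h to 0.37 at 6 h in the authors' deposited table. The effect was lower at 6 h for Malt1 by -1.16 ± 0.12, for Pydc4 by -1.31 ± 0.14, for Cp, ceruloplasmin, by -1.46 ± 0.17 and for Acsl1, a fatty acid ligase, by -0.92 ± 0.11. Fam102b, Rab11fip1 and Hivep3 differed by -0.96, -0.95 and -1.07, and Mx1 by -0.85 ± 0.11. Over 10379 genes with an FDR at both times, 190 had a higher and 289 a lower effect at 6 h at an adjusted p under 0.05, and 1689 passed an unadjusted 0.05. Of these calls 181 and 269 had a GC value. After the GC medians were taken off at each time over genes with one, 108 were higher and 188 lower, of which 85 and 152 were shared. The 16 genes named here kept their calls.

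Interferon-stimulated genes had a lower effect at 6 h for 13 of 33 members and a higher one for 1 (17 and 2 adjusted over the list alone, adjusted p = 6.0e-11 for the lower). Inflammatory cytokines gained for 5 of 15 and lost for 2 (6 and 3 adjusted over the list alone, adjusted p = 4.7e-05 for the gain). Chemokines split, with 5 of 18 gaining and 4 losing (5 and 4 adjusted over the list alone, adjusted p = 1.1e-04 and 0.0098). Genes with a 3′ UTR TTP site at 6 h also split, with 17 of 198 gaining and 23 losing (32 and 35 adjusted over the list alone, adjusted p = 1.3e-06 and 7.5e-08), and a median difference of -0.05. The shorter 3 h list gained for 17 of 137 and lost for 9 (29 and 13 adjusted over the list alone). Its adjusted p by Fisher's exact test was 6.5e-09 for the gain and 0.065 for the loss, and its median difference was 0.09. Intron-only genes lost for 40 of 286 and gained for 6 (53 and 10 adjusted over the list alone, adjusted p = 9.9e-16 for the loss). Feedback inhibitors lost for 4 of 23 and gained for 1 (4 and 2 adjusted over the list alone, adjusted p = 0.023 for the loss). The interleukin 10 axis lost for 3 of 14 and gained for 2 (5 and 4 adjusted over the list alone, adjusted p = 0.033 and 0.11), with a median difference of 0.10, and chemotaxis receptors lost for 3 of 12 and gained for none (3 adjusted over the list alone, adjusted p = 0.024). Immediate early factors gained for 3 of 21 and lost for 1 (5 and 2 adjusted over the list alone, adjusted p = 0.033 for the gain). All these list tests use the fold changes as deposited, of which those at 3 h ran with GC content (rho -0.43). They were not repeated with lists matched on GC content, so part of the gains and losses may follow that trend.

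The actinomycin D series asks which mRNAs lose their instability without TTP. The half-lives are the authors', from a linear fit of log2 FPKM on time, and were written as stable from 180 min upward. At 6 h the half-life of Tnf (ENSMUSG00000024401, chromosome 17, bases 35199367 to 35202007 in GRCm38.p6) was 20.3 min in WT and 131 min in ΔM in the authors' deposited table. Ier3 (ENSMUSG00000003541, chromosome 17, bases 35821713 to 35822911) went from 24.7 min to a half-life 2.02-fold longer, Edn1, endothelin 1, from 21.9 to 39.1 min and Il10 from 45.3 min to stable in the authors' deposited table. The half-lives of Cxcl1, Cxcl2 and Cxcl3 were 57.3, 84.7 and 104 min in WT, and all 3 were stable in ΔM in the authors' deposited table. Ccl4 at 79.6 min, Il6 at 106 min and Osm, oncostatin M, at 82.0 min in WT were also stable in ΔM in the authors' deposited table. What Zfp36 transcript remained in ΔM had a half-life of 71.8 min, against 36.8 min in WT, in the authors' deposited table. Map3k8, a kinase upstream of ERK, lasted 25.5 and 37.9 min, Il10ra 44.2 and 98.3 min, Fos 25.4 and 37.3 min and Zfp36l2, a TTP relative, 67.3 and 130 min in WT and ΔM in the authors' deposited table. Dusp1, a MAP kinase phosphatase, lasted 1.24-fold longer in ΔM, at 19.8 min, and Irf1 had 26.8 and 31.2 min in WT and ΔM in the authors' deposited table. Ccl3, Ptgs2, Il1a, Il1b, Irg1, Sdc4 and Ccl12 were written as stable in both genotypes. The slope of Tnf differed by 3.75 log2 units over 90 min, that of Ier3 by 1.84, that of Edn1 by 1.81 and that of Il10 by 1.65, against a robust spread over genes of 0.21. Shorter in ΔM were Gas5, with 70.8 and 29.3 min, and Banp, with 99.7 and 53.5 min, in the authors' deposited table. Ndufa5, Snrpg, Sec22a, Scand1 and the pseudogenes Gm10221, Gm14719 and Rpl18-ps1 were the other genes with the most negative differences at 6 h.

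At 3 h Tnf lasted 38.5 min in WT and was stable in ΔM in the authors' deposited table. Ier3 went from 32.9 to 67.1 min, Socs3 from 17.4 to 23.4 min, Fos from 23.5 to 35.0 min and Dusp1 from 16.3 to 19.7 min in the authors' deposited table. Cxcl1 at 109 min, Il10 at 135 min, Osm at 46.6 min and Cdt1, a replication licensing factor, at 56.2 min in WT were stable in ΔM in the authors' deposited table. Map3k8 went from 31.4 to 45.9 min, Il10ra from 39.0 to 63.1 min and Zfp36l2 from 82.0 to 172 min in the authors' deposited table. Cxcl2 was stable in both genotypes, and Il6 was stable in WT with 129 min in ΔM in the authors' deposited table. Gas5 at 39.2 and 20.4 min, and Ly96, the MD-2 coreceptor, and Snhg3, stable in WT and 135 and 110 min in ΔM, were shorter in ΔM in the authors' deposited table. The slopes of Tnf, Ier3, Socs3 and Fos differed by 2.07, 1.40, 1.32 and 1.25 log2 units over 90 min, those of 1810049J17Rik and Kctd17, stable in both genotypes, by 1.49 and 1.32, those of Cdt1 and Gm17201 by 1.29 and 1.25, and those of Gas5, Ly96 and Snhg3 by -2.12, -1.75 and -1.50. The robust spread over genes was 0.43. Negative differences at 3 h were also largest for Gm14284, Gm6265, Gm6274, Mir692-3 and Rps15a-ps5.

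**Figure D3:**
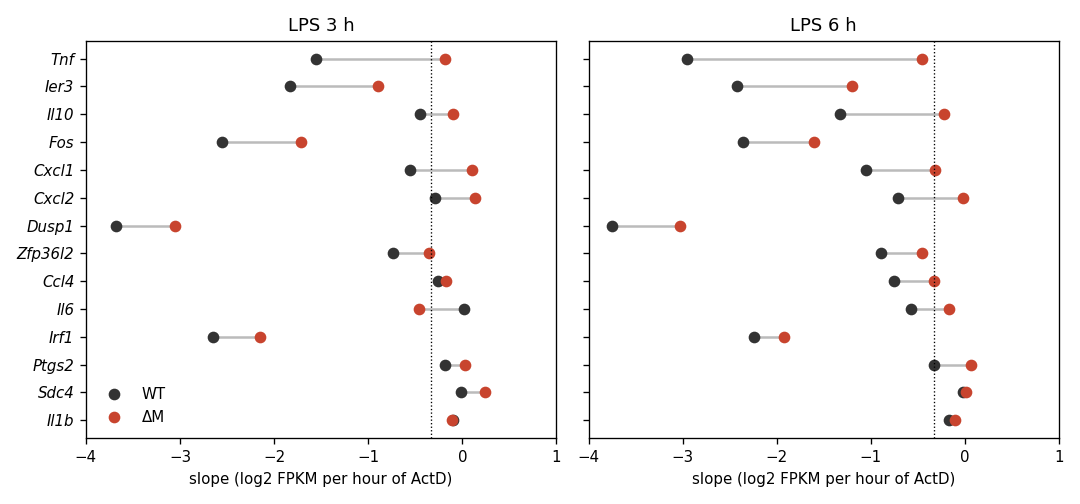
Slopes of log2 FPKM per hour of actinomycin D (ActD) for 14 mRNAs in WT (black) and ΔM (red) at LPS 3 h (left) and 6 h (right), 1 fitted slope per point without an error, and a dotted line at the slope of a half-life of 180 min. The Tnf slopes lie farthest apart at both times (2.07 and 3.75 log2 units over 90 min).

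By a half-life at least 2-fold apart or a switch to or from stable, 774 mRNAs were slower and 234 faster in ΔM at 6 h among 10219 with a mean FPKM of at least 1, 2258 of them unstable in WT. At 3 h 731 were slower and 857 faster among 10653, 2232 of them unstable in WT. With slopes centred on the median of each condition the split was 559 and 239 at 6 h and 805 and 545 at 3 h, and with slopes adjusted for GC content, chosen after seeing the data, it was 637 and 186 at 6 h and 523 and 537 at 3 h. The slope difference at 3 h ran with GC content (rho 0.57 over 9460 genes) and less with transcript length (rho 0.12). That at 6 h hardly ran with GC content (rho -0.03 over 9115 genes) but did with length (rho 0.28), and the log2 fold changes at 0, 3 and 6 h ran with length at rho -0.20, -0.04 and -0.18. Slower at both times were 142 mRNAs against 47.4 expected for independent calls, faster at both 44 against 16.3, faster at 3 h but slower at 6 h 142 against 55.1, and slower at 3 h but faster at 6 h 30 against 14.04. All 4 combinations exceeded the expected number, which counts mRNAs stable in both genotypes, so the excess does not show agreement between the times. The tables used hold no error for these slopes, so the counts have no test. With a mean FPKM of at least 5 the split at 3 h turned to 379 slower and 356 faster, and that at 6 h was 340 and 57. With ratios computed from the slopes of stable mRNAs, chosen after seeing the data, it was 408 and 124 at 6 h and 542 and 699 at 3 h.

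As a set, mRNAs with a TTP site in the 3′ UTR were lost more slowly in ΔM at 6 h. The median slope difference of the 198 measured genes was 0.10 log2 units over 90 min, above all 10000 random lists of similar FPKM (percentile 100), whose mean was -0.01. The 61 of them without a UAUUUAU motif in the 3′ UTR had a median of 0.03. They stood at percentile 87.0 of lists of like FPKM and 3′ UTR length, within the limits. Of the 198 mRNAs 24 were slower and 1 was faster by half-life, with 58 unstable in WT. At 3 h the list of 198 stood at percentile 47.0 of lists matched on FPKM and at 100 of lists matched on FPKM and GC content, the second chosen after seeing the data, with 19 slower and 9 faster. Matched on FPKM and transcript length, another choice made after seeing the data, it stood at 22.8 at 3 h and 100 at 6 h. The list of genes whose strongest site at 3 h lay in the 3′ UTR stood at 99.85 at 3 h and 100 at 6 h, with 12 slower and 4 faster, and 21 slower and none faster, and at 99.8 and 100 when matched on length. Genes with intron sites only stood at 28.6 at 3 h, or 99.99 when matched on GC content and 0.54 when matched on length. At 6 h they stood at 100, or 50.2 when matched on length, which no longer passed, and 25 of 284 were slower and 1 was faster. The HuR list stood at 38.9 at 3 h, or 99.7 when matched on GC content and 11.6 when matched on length. At 6 h it stood at 99.6, where 9 of 129 were slower and 1 was faster, but at 66.0 when matched on length and at 92.7 when matched also on the WT slope at the other time, so that it no longer passed in either. By Fisher's exact test, 21 of 137 genes of the shorter 3 h list (15.3%) were slower at 6 h against 7.47% of the others (adjusted p = 0.027), the only one of 16 such tests to pass. For the 6 h list the share was 12.1% against 7.48% (p = 0.020 by Fisher's exact test, adjusted p = 0.081).

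The slopes of feedback inhibitors and immediate early factors were shifted towards slower loss in ΔM at both times, each with a list median at percentile 100. Their median differences were 0.48 and 0.52 log2 units over 90 min at 3 h and 0.41 for both at 6 h. Few members passed the half-life call, with 3 of 23 and 3 of 20 slower at 3 h and 1 of 22 and none of 19 at 6 h, and none faster. Most were unstable in WT, 20 of 23 and 19 of 20 at 3 h, against 2232 of 10653 of all genes. At 6 h it was 17 of 22 and 17 of 19, against 2258 of 10219. Slope differences ran with the WT slope (r -0.50 and -0.52), with which they share noise. These percentiles are not matched on it, so they do not set the 2 lists apart from other short-lived mRNAs. Inflammatory cytokines stood at 44.9 at 3 h and at 99.98 at 6 h, where 6 of 16 were slower and none faster. Chemokines stood at 3.15 at 3 h and 99.1 at 6 h, or 64.8 and 94.8 when matched on GC content, so that their place at 6 h no longer passed. Interferon-stimulated genes were faster in ΔM at 3 h, at percentile 0.10 (2.61 when matched on GC content, which no longer passed) with 6 of 33 faster and 1 slower, and stood at 96.7 at 6 h. The interleukin 10 axis stood at 100 at 3 h and 73.7 at 6 h. TTP relatives and other proteins that bind AU-rich elements stood at 24.5 at 3 h and 99.85 at 6 h, with 5 of 15 slower and none faster. Kinases and phosphatases of the MAP kinase pathway stood at 96.9 and 99.8, prostaglandin genes at 99.65 and 98.9, p53 targets at 91.5 and 98.9, and cell cycle genes at 5.24 (1.56 when matched on length) and 100, in the order 3 h and 6 h. The median slope differences of ribosomal protein mRNAs were -0.51 and -0.09 log2 units over 90 min, at percentiles of 0 and 0.02, but all 36 were stable in WT and none passed the half-life call at either time. Their 6 h place turned to 70.8 when matched also on the WT slope at the other time and to 27.6 when matched on length. Genes of oxidative phosphorylation stood at 0 and 2.58, the inflammasome list at 0.04 and 30.5, small nucleolar RNA hosts at 0.04 and 91.4 and mitochondrial transcripts at 5.84 and 0.35, the last at 7.40 when matched on length. The small nucleolar RNA hosts could not be matched on GC content or length, which were known for coding transcripts only. The 9 targets known from earlier work stood at 76.7 and 100, or at 99.87 at 3 h when matched on GC content and 91.5 when matched on length, and the study's decay panel at 100 and 100, with 6 of 9 and 6 of 18 slower at 6 h. The panel was chosen by the study on these samples and so is not independent evidence.

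**Figure D4:**
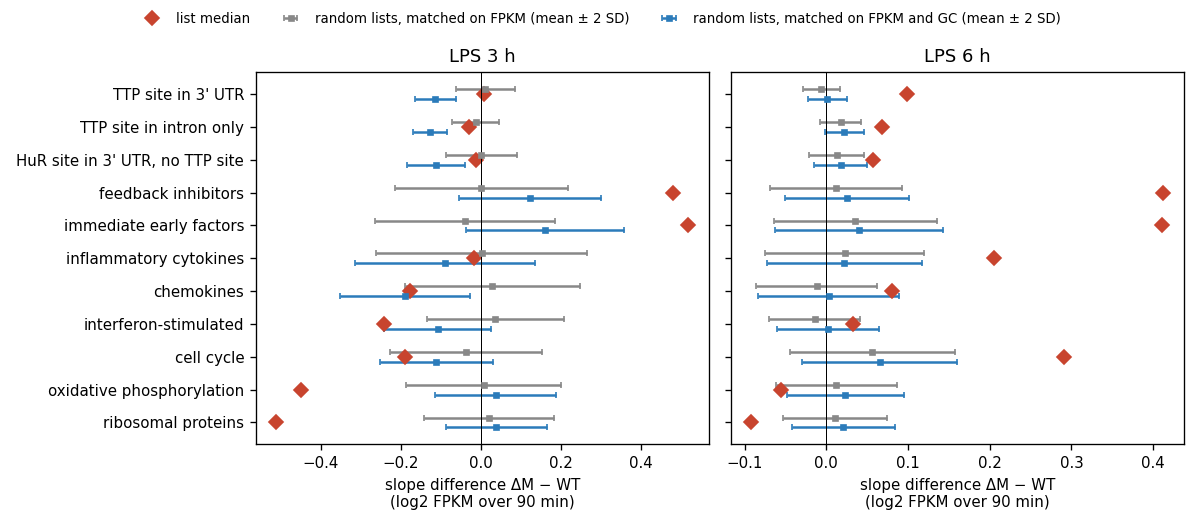
Median slope difference ΔM − WT (log2 FPKM over 90 min) of 11 gene lists (red diamonds) at LPS 3 h (left) and 6 h (right), with the mean ± 2 SD of medians of random lists matched on FPKM (gray) or on FPKM and GC content (blue). At 6 h the list with TTP sites in the 3′ UTR lies at 0.10, right of both, and ribosomal proteins lie left of both.

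The decay and expression tables were then set against each other to see whether mRNAs lost more slowly in ΔM were also more abundant there. Of the 728 mRNAs slower at 6 h with an FDR, 75 (10.3%) were higher in ΔM, against 11.5% of the other genes, and 111 were lower. Of 197 faster ones at 6 h, 16 (8.12%) were higher, against 11.5% of the others, and 12 were lower. At 3 h 26 of 707 slower mRNAs (3.68%) were higher, against 10.2% of the others, and 129 were lower. Of 808 faster ones at 3 h, 163 (20.2%) were higher, against 8.90%, and 25 were lower. Both calls use the libraries taken before actinomycin D, whose noise alone makes a higher mRNA look faster, so no p is given for these shares. Tnf, Il10, Cxcl1 and Ier3 were lost more slowly and were higher in ΔM at 3 and 6 h alike. Gas5 was lost faster in ΔM at both times and was higher at 3 h. Across genes, the slope difference and the log2 fold change had Pearson's r of -0.51 (Spearman's rho -0.59) at 3 h over 10653 genes and -0.22 (rho -0.31) at 6 h over 10219. Genes are not independent replicates, so no p is given. Both measures share those libraries, and simulations of those libraries with no effect gave r of -0.71 at both times. Measures from different LPS times, which share no library, gave r of -0.09 for slopes at 3 h against fold changes at 6 h and -0.10 for the reverse. Among mRNAs unstable in WT at the other time these turned to 0.0915 and 0.0628, so their direction depends on the choice of genes.

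The response to LPS in each genotype gives the background of these differences. In WT the chemokine genes Ccl5 and Cxcl10 were higher by 8.70 and 8.61 (log2 of FPKM + 1, 3 h over 0 h), Il27 by 8.31, Socs3 by 7.70 and Cxcl1 by 7.31. In ΔM the same genes changed by 7.05, 7.33, 8.05, 6.71 and 8.38. Irg1 changed by 7.29 in WT and 4.92 in ΔM, Tnf by 5.80 and 6.22 and Il6 by 6.20 and 5.98. From 3 to 6 h Cxcl1, Cxcl3, Cxcl2 and Tnf changed by -4.64, -3.41, -3.12 and -1.82 in WT and by -1.84, -0.61, -0.72 and -0.87 in ΔM. Il10 changed by 0.84 and 1.98, Il27 by -0.36 and 1.23 and Ifi44 by 2.43 and 1.29, in the order WT and ΔM. The chemokine list changed by a median of 4.89 in WT and 3.96 in ΔM from 0 to 3 h, the interferon-stimulated list by 3.13 and 2.30 and the cytokine list by 2.86 and 2.97. The smaller ratios of the first 2 lists in ΔM start from higher values, with 11 of 17 chemokines and 33 of 33 interferon-stimulated genes higher at 0 h and none lower. At 3 h 9 of 18 and 22 of 33 were still higher and 2 and 1 lower, so these ratios do not show lower levels in ΔM. From 3 to 6 h the cytokine list changed by -0.66 in WT, at percentile 0 of random lists, and by -0.28 in ΔM, at 5.94. In WT 873 genes were at least 2-fold higher and 1485 at least 2-fold lower at 3 h than at 0 h, and in ΔM 867 and 1329. These are ratios of pooled values with no test, and the differences between genotypes in them were not tested here.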

Values the study reported

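At an FDR under 0.05 the study counts 488 genes higher in the TTP-deficient macrophages before LPS, 991 after 3 h and 1,103 after 6 h. It gives Pearson correlations between differential decay and differential expression of 0.08 at 3 h and 0.33 at 6 h. Among genes with TTP bound in the 3′ UTR at 6 h, it places 28 genes (14%) as unstable and TTP-dependent, 29 (15%) as unstable without dependence on TTP, and 141 (71%) as stable. It counts 157 genes with TTP sites in the 3′ UTR at 3 h and 198 at 6 h, and 179 genes with HuR but no TTP sites in the 3′ UTR.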

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

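The test of the difference was planned, and its repeat with GC medians taken off was chosen only after the result was seen. A test of the difference between the ΔM effects at 6 and 3 h of LPS set the following results apart. It gave 190 genes with a higher log2 fold change of ΔM over WT at 6 h than at 3 h and 289 with a lower one. Of the genes with the smallest adjusted p, the chemokine genes differed by 2.81 (Cxcl1), 2.75 (Cxcl3), 2.41 (Cxcl2) and 1.59 (Ccl3). Adamts4 differed by 2.17, Bcl2l1 by 1.71, Ndrg1 by 1.63 and Il27 by 1.59. On the lower side, Cp differed by -1.46, Pydc4 by -1.31, Malt1 by -1.16 and Hivep3 by -1.07. Fam102b, Rab11fip1, Acsl1 and Mx1 differed by -0.96, -0.95, -0.92 and -0.85. Of these calls 181 and 269 had a GC value. With the GC medians taken off at each time over genes with one, 108 and 188 genes passed, and all 16 genes named here were among them.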

How the results depend on the processing

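The alternatives that adjust for or match on GC content or transcript length and the exact ratios from slopes were chosen only after the results were seen. No paired analysis was possible because the deposited tables hold no values per library, and for that reason leaving out each replicate in turn, a replicate block and other splits of the samples could not be run. Among expression calls, 37 of the counts stayed within 1.5 times. Requiring an absolute log2 fold change of at least 1 left 137 higher and 148 lower genes at 0 h, 74 and 122 at 3 h and 53 and 111 at 6 h. An FDR under 0.01 left 322 lower at 0 h and 635 higher and 742 lower at 3 h, and an FPKM of at least 5 left 329 lower at 0 h. These stricter settings admit fewer genes by construction. Taking off GC medians, which also leaves out genes without a GC value, gave 802 lower at 3 h, and 108 higher and 188 lower for 6 against 3 h. Of the main calls, 1119, 181 and 269 had a GC value, so part of each drop comes from the genes left out. An FPKM of at least 5 left 379 slower and 356 faster mRNAs at 3 h and 340 and 57 at 6 h, and no FPKM filter gave 1230 and 476 at 6 h, since these settings test fewer or more genes. Faster mRNAs at 3 h numbered 545 with centred slopes, 537 with slopes adjusted for GC content and 399 among mRNAs unstable by the other LPS time. Exact ratios from slopes left 408 slower and 124 faster at 6 h. Matched also on the WT slope at the other time, the 6 h decay percentile of the HuR list was 92.7 and that of ribosomal proteins turned to 70.8. At 3 h the decay percentile of the 3′ UTR list was 99.85 with the 3 h list in its place and 100 when matched on GC content, where the intron-only list had 99.99 and the HuR list 99.7. Matched on transcript length, the intron-only list had 0.54 at 3 h and 50.2 at 6 h and the HuR list 66.0 at 6 h. Matching on GC content turned the rise of the HuR list at 3 h to percentile 27.6 and that of the intron-only list at 6 h to 37.7. Of the other list results, 649 among expression calls were the same, 20 stronger and 21 weaker, and 262 among decay differences were the same, 21 stronger and 13 weaker. A result that passed in neither setting also counted as the same. Only 65 of the 234 list tests among expression calls passed, so these counts do not measure how many passing results were kept. The correlation across genes at 3 h was -0.544 with an FPKM of at least 5, -0.473 with no filter, -0.542 with log2 ratios of FPKM + 1, -0.527 without the 3′ UTR list, -0.360 among mRNAs unstable at the other time and -0.314 with bins of length and GC content taken off. At 6 h these were -0.175, -0.241, -0.267, -0.264, -0.067 and -0.153. Among mRNAs unstable at the other time, correlations across LPS times turned to 0.0996 for slopes at 3 h with fold changes at 0 h, 0.0915 for slopes at 3 h with those at 6 h and 0.0628 for slopes at 6 h with those at 3 h. A pseudocount of 0.1 gave 1501 genes up and 3441 down at 3 h and 1074 and 1957 from 3 to 6 h in WT, and 1650 and 3006, then 909 and 1946, in ΔM, since it lets genes of low FPKM pass. The 103 values of named genes that were recomputed kept their side of the test. Where no construction is named, the cause was not tested. The unknown depth leaves open how far low counts limit the calls of genes of low FPKM.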

Other observations

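The Plekhg2 test, the test of a shift of all slopes and the comparisons with GC-matched lists were chosen only after the results were seen. Several smaller gene lists held called members. Oxidative phosphorylation genes rose for 7 of 25 and fell for 3 at 3 h (9 and 4 adjusted over the list alone, adjusted p = 0.025 for the rise), led by Cox7a2 at 0.79 in the authors' deposited table, and rose for 6 of 25 at 6 h (6 adjusted over the list alone, adjusted p = 0.13). NRF2 and oxidative stress genes rose for 3, 6 and 4 of 16 at 0, 3 and 6 h (4, 6 and 4 adjusted over the list alone, adjusted p = 0.085, 0.011 and 0.23) and fell for none, 4 and 2 (none, 4 and 3 adjusted over the list alone), with medians of 0.04 at 3 h and -0.00 at 6 h. Sod2, a mitochondrial superoxide dismutase, rose by 1.39 at 0 h, Prdx1, a peroxiredoxin, by 0.85 at 3 h and Ftl1, ferritin light chain, by 0.59 at 6 h in the authors' deposited table. Lysosome genes rose for 2, 4 and 7 of 19 and fell for none, 2 and 2 (2, 5 and 7, and none, 3 and 3, adjusted over the list alone, adjusted p = 0.013 for the rise at 6 h, where GC-matched lists gave percentile 95.9 and the call was lost), and the protease gene Ctsl rose by 0.64, 0.88 and 0.89 in the authors' deposited table. Macrophage identity genes went both ways, with 4 of 19 higher and 4 lower at 3 h and 6 higher and 4 lower at 6 h (5 and 4, and 8 and 4, adjusted over the list alone, adjusted p = 0.23 and 0.047 for the rises, the second lost at percentile 88.4 of GC-matched lists), and Mertk, a receptor for apoptotic cells, rose by 1.05 at 3 h in the authors' deposited table. MAP kinase genes did not pass as a list, with 4 of 12 lower and 1 higher at 3 h (4 and 2 adjusted over the list alone, adjusted p = 0.095 for the fall), and Mapkapk2, the kinase that phosphorylates TTP, fell by 0.56 at 3 h and by 0.57 at 6 h in the authors' deposited table.

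The TTP relatives Zfp36l2 and Zfp36l1 rose by 0.92 and 0.41 at 3 h and by 1.77 and 1.12 at 6 h in the authors' deposited table, within a list of 15 of which none rose at 0 h and 3 rose at each later time, while 1, 1 and 2 fell (none, 3 and 3 higher and 1, 2 and 2 lower adjusted over the list alone). Deadenylation and decay factors were rarely called, with none of 26 called at 0 and 3 h, and Cnot8 rising by 0.57 and Xrn1 changing by -0.31 among 1 higher and 2 lower at 6 h in the authors' deposited table. Immediate early factors passed for 2, 3 and 6 members higher and 1, 4 and 5 lower of 24, 22 and 21 (3, 4 and 6 higher and 1, 8 and 6 lower adjusted over the list alone), with Myc at -1.44 and Fos at 0.64 at 6 h in the authors' deposited table. Glycolysis genes were higher for 2 of 20, 3 of 20 and 4 of 19 and lower for none, 1 and 1, with Pfkfb3, which drives glycolytic flux, at 0.74 and 0.50 at 0 and 3 h in the authors' deposited table. Genes of the integrated stress response were higher for none, 3 and 3 and lower for none, 2 and 3 of 15, 15 and 13, p53 targets were lower for none, 4 and 4 and higher for 1 at each time of 15, 13 and 13, and no list test of glycolysis, stress response or p53 targets passed. Of MHC class II genes 1 of 7 was higher at 0 h and none of 7 and 6 later, and dendritic markers had 1 of 2, 1 of 3 and 1 of 3 higher, and 1 lower at 3 h. No mitochondrial transcript was called among 11, 11 and 10, and housekeeping genes had none called at 0 h, 1 higher and 3 lower at 3 h and 2 and 2 at 6 h, of 14.

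mRNAs with a TTP site in the 3′ UTR were lost more slowly in ΔM at 6 h. A shift common to all slopes from FPKM scaling, as the whole cause, is argued against, since it would move random lists of similar FPKM alike and the list stood at percentile 100 of these. A choice of mRNAs that are unstable anyway is argued against as well, at percentile 100 of lists matched on FPKM and WT slope at 3 h. The slope difference at 6 h ran with transcript length, and the list also stood at percentile 100 of lists matched on it. Slower loss of mRNAs with UAUUUAU motifs may be part of the pattern: outside the crosslinking lists, 685 genes with at least 2 motifs stood at percentile 100 of genes of like FPKM and 3′ UTR length at 6 h, while at 3 h 722 such genes stood at 0, and at 99.94 when matched on GC content too. Within the 3′ UTR list, 76 genes with at least 2 motifs had a median of 0.24 log2 units over 90 min at 6 h (percentile 100). The 61 genes of that list with no motif had 0.03 and stood at 87.0, which did not pass. At 3 h these groups stood at 92.3 and 22.5. Whether TTP acts at the motifs was not tested and stays open.

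The correlation of slope difference and fold change was -0.51 at 3 h and -0.22 at 6 h. Both are lower than the values quoted from the study above, whose choice of genes is not known here. The values depend on that choice: among mRNAs unstable in WT at the other time they were -0.360 and -0.067. Correlations across 3 and 6 h, which share no library, turned positive among those mRNAs, at 0.0915 and 0.0628. Random noise of the shared libraries without actinomycin D, independent between genes, is argued against as the whole cause of the gap between the times. The covariance at 3 h (times 1000) less that noise was -0.595, against 0.0133 at 6 h. The noise was taken from the implied standard errors and held no error common to many genes. This step therefore cannot speak against a systematic error in the shared libraries. A bias with transcript length or GC content in those libraries at 3 h may account for much of it, as 44.1% of the covariance was kept with medians over length and GC bins taken off (41.7% to 47.3% over 200 bootstrap samples). A difference of biology between 3 and 6 h also stays open and was not tested.

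Plekhg2 was higher in ΔM at all 3 times. If transcripts ran from the Zfp36 locus into Plekhg2, its response to LPS in ΔM could resemble that of Zfp36 in WT. At 6 h Plekhg2 stood 12.1-fold above its 0 h FPKM in ΔM and 3.72-fold above it in WT, and Zfp36 stood 15.1-fold above it in WT. Without read positions, this and an effect of the altered allele on the neighbour's own promoter cannot be told apart.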
